A study of Mus musculus with 8 samples. Its data were reported in "Spatial mapping of the total transcriptome by in situ polyadenylation" (2022).

How the data were processed

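The series holds spatial total RNA sequencing of mouse tissue sections. In this assay a yeast enzyme adds poly(A) tails to the RNA of a section on a Visium slide, so that RNA without a natural tail is captured too, and each spot of the slide carries its own barcode. The 8 samples were 5 capture areas of tibialis anterior muscle, each with 2 sections, and 3 heart samples. The muscle sections were uninjured or taken 2, 5 or 7 days after injection of notexin, a snake venom toxin that destroys muscle fibres (days post injury, dpi). The heart samples were a mock-infected heart, a heart 7 days after infection with type 1-Lang reovirus, and the library of that infected heart after targeted enrichment of viral fragments. Groups were taken from the sample descriptions, because the injury label of several samples disagreed with both the description and the treatment label. The labels did not name the animals.

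The authors trimmed the reads, counted unique molecular identifiers (UMIs) per gene and spot barcode by pseudoalignment with kallisto and bustools, and separately aligned them with STAR, in both cases to the mouse genome build GRCm39. The kallisto tables deposited by the authors hold expected counts of UMIs, not normalised. Between 0.555% and 2.00% of their entries were not whole numbers and the smallest entry was 1. How the fractions arose was not stated. The STAR tables deposited by the authors hold counts of UMIs, all whole numbers and not normalised. For the heart samples a further kallisto table included 20 reovirus features, 1 per strand for each of the 10 segments. The tables of the muscle areas did not separate the 2 sections of an area. The deposited tissue masks give grid positions without barcodes. The study placed spots with the coordinates that the Space Ranger software provides for each barcode. These coordinates were not at hand here, so spots were not assigned to sections or to positions. Each capture area was analysed as a single library.

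Values came from the kallisto tables unless stated otherwise. Spots with at least 500 detected features and 1000 UMIs were kept. The study applied these limits in addition to a manual choice of spots on the tissue images. That choice was not repeated here, so the spots kept are not those of the study. Counts were summed over gene identifiers that share a deposited symbol, which took 55414 identifiers to 54513 symbols. Of these, 79 symbols held more than 1 identifier, and the symbol 7SK held 330. Positions and RNA classes (biotypes) came from a later GENCODE annotation than that of the authors, matched on the identifier without its version, and 665 identifiers had no match. Sums were rounded to whole numbers before any model was fitted. CPM means UMIs of a gene per 1000000 UMIs of the library in kept spots.

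Biotype shares were percentages of the UMIs in kept spots. The 2 muscle areas with the RNase inhibitor Protector were compared with the 3 areas with the inhibitor SUPERase-In by a two-sided exact permutation test of the difference in means, in which 10 splits exist and the smallest p is 0.1. The muscle stage contrast and the RNase inhibitor contrast were coefficients of a single quasi-likelihood model (edgeR 4.0.16, R 4.3.3) with terms for inhibitor and group, TMM normalisation, filterByExpr for low counts and a Benjamini-Hochberg false discovery rate of 0.05. It was fitted to 15235 genes in 5 areas and left 1 residual degree of freedom. The uninjured and 5 dpi area was the only one of its group, so a term of its own fitted it. It entered the stage and inhibitor contrasts only through the count filter, the scaling and the dispersions. For the injury score contrast, each spot received a score, log2 of (UMIs of 10 injury genes + 1) over (UMIs of 10 fibre genes + 1). The injury genes were Lyz2, Cd68, Cd74, Ctss, Spp1, Lgals3, Col1a1, Col3a1, Vim and Tmsb4x, and the fibre genes were Acta1, Ckm, Mylpf, Tnnt3, Tnni2, Tnnc2, Myh4, Atp2a1, Pvalb and Eno3. The kept spots of each area were divided by score into 3 groups of equal size, and the sums of the highest and of the lowest group were compared with the capture area as a block. The 10 sums gave 13204 tested genes and 4 residual degrees of freedom. The score genes were left out of the tested genes. Standard errors were the log2 change divided by the square root of the F statistic.

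The hearts had 1 library per condition, so no test was made between them. Ratios of CPM carry exact 95% binomial intervals, viral counts carry exact 95% Poisson intervals, and shares of spots carry exact 95% binomial (Clopper-Pearson) intervals. All intervals and floors cover counting error only. Where a count was 0, the floor was 3 counts over the group. For genes with few UMIs in a group, ratios of CPM pooled over the group replaced the fitted change. Viral UMIs were those on the sense strand in kept spots of the infected library before enrichment. The correlation with viral load was computed over these spots between log2 of (enriched viral UMIs + 1) and log-normalised host expression (UMIs scaled to 10000 per spot, natural logarithm after adding 1), for genes detected in at least 5% of spots. Spots of a section are not replicates, so no p-value was computed. The medians of the study's heart genes were compared with 10000 random lists matched on expression, each gene drawn from the 100 neighbours on either side. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

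The methods were tested on simulated data with 200 genes changed by 2 or 3 on the log2 scale in either direction, under the fitted dispersions and the same designs. The stage test called 38.7% of the changed genes among 14930 tested, the inhibitor test 51.8% among 14875, and the injury score test 95.8% among 12308. Unchanged genes made up 3.75%, 3.81% and 4.74% of the calls. The simulated changes were few and balanced in direction. These rates therefore do not cover errors of scaling where many genes change, as in the injury score contrast. The viral correlation, among 3000 genes, placed 100% of 200 genes simulated to rise with the load in the top 200.

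Samples, groups, tests, alternatives and the rule for named genes were fixed before the data were examined. Genes named are (a) the features that the study names, (b) in each edgeR contrast the 5 largest changes of each sign past the threshold, and in the injury score contrast also the 5 of each sign among genes that are not protein coding, (c) the 5 largest and 5 smallest heart ratios among genes with at least 200 UMIs over both hearts, (d) Xist, Ddx3y, Eif2s3y, Kdm5d and Uty as a check of the sex labels, and (e) the 5 largest and 5 smallest correlations with viral load. Other names, and ENSMUSG00002075551, which the study also names, were chosen after their values were seen and are marked as such. Further choices were made after the tables had been seen. They were the use of sense viral UMIs alone, the sum over identifiers with a shared symbol, the length of the canonical transcript, the tolerance of 0.1 for a change of a correlation, the values within each inhibitor, the pooled ratios for genes with few UMIs and the restriction of opposite stage differences to the study's features.

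The alternatives fixed in advance were the STAR tables, all barcodes, DESeq2 1.42.0 with its size factors, no count filter, no inhibitor term, only the 4 areas of the stage groups, each area left out in turn, 2 score groups in place of 3, the first 5 genes of each score list, spots thinned to 1000 UMIs, at least 2 viral UMIs for a positive spot, a library size of protein-coding nuclear genes, viral UMIs before enrichment or per host UMI, positive spots alone and the mean over spots for biotype shares. Alternatives chosen after the tables had been seen were library size alone in place of TMM, areas thinned to 7018276 UMIs each, each library left out for the biotype shares, both viral strands, and each area left out of the pooled ratios of genes with few UMIs. Sections were not separated here, so no fit used them as a block. The STAR tables named for reovirus hold no viral feature and were not used here.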

Results

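Spatial total RNA libraries of 5 muscle capture areas and 3 heart samples were measured. Of the muscle areas, 3 were prepared with the RNase inhibitor SUPERase-In and 2 with the inhibitor Protector, the one used for the hearts. With SUPERase-In, 1 area held uninjured and 5 dpi sections, 1 held uninjured and 2 dpi sections, and 1 held 5 dpi and 7 dpi sections. With Protector, 1 area held uninjured and 2 dpi sections and 1 held 5 dpi and 7 dpi sections. The mock heart, the infected heart and the enriched library of the infected heart were 1 library each.

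Total UMIs of the muscle areas ranged from 7902826 to 23481155. With SUPERase-In they were 10987614 in the uninjured and 5 dpi area, 7902826 in the uninjured and 2 dpi area and 11171751 in the 5 and 7 dpi area. With Protector they were 23481155 in the uninjured and 2 dpi area and 20328226 in the 5 and 7 dpi area. The mock heart held 16509183 UMIs, the infected heart 27901981 and the enriched library 8325762. The filter kept 2121, 1811 and 1910 spots in the SUPERase-In areas, in the order above, and 2340 and 2238 in the Protector areas, which makes 10420 muscle spots. The median kept spot held 4480, 3637 and 3525.5 UMIs in the SUPERase-In areas and 9288.5 and 7752.5 in the Protector areas. It held 9784.5 UMIs in the mock heart (1620 spots) and 11666 in the infected heart (2397 spots). Kept spots held between 88.8% and 97.5% of the UMIs of these 7 libraries. The STAR tables moved the number of spots most in the uninjured and 2 dpi area with SUPERase-In, to 1973 spots. The tissue masks marked 2491, 2524 and 2149 positions in the SUPERase-In areas, in the same order, 2218 and 2445 in the Protector areas, 1860 in the mock heart and 2501 in the infected heart. The spots kept were fewer than these positions except in the uninjured and 2 dpi area with Protector.

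The first comparison asked how UMIs divide among RNA biotypes. Over the 4 Protector libraries without the enriched one, protein-coding genes held 90.8% ± 3.02 of the UMIs (SD, n = 4), rRNA 5.48% ± 2.53, miRNA 0.446% ± 0.181, mitochondrial tRNA 0.360% ± 0.181 and snoRNA 0.168% ± 0.142. The alternative that moved these shares most was the STAR table, in which miRNA held 0.0348%, rRNA 11.3% and protein-coding genes 85.8%. The miRNA share of the kallisto tables rested on a single feature of 57 bases, which the study names as incompletely annotated. It was not in the list of the study's features used here and was chosen for mention after its values were seen. This feature, ENSMUSG00002075551 (Gm55276, chromosome 13, 9884505 to 9884561), held from 55.2% to 94.0% of the miRNA UMIs of the kallisto tables. In the STAR tables it had 6 to 86 UMIs per library. Most rRNA UMIs, from 82.5% to 99.9% in the 7 libraries, came from Rn18s-rs5, which was chosen for mention after its values were seen.

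Between the inhibitors, mitochondrial tRNA held 0.396% of UMIs in the 2 Protector muscle areas and 0.192% in the 3 SUPERase-In areas (exact permutation p = 0.1, two-sided). With the same p, misc_RNA held 0.282% and 0.136%, scaRNA 0.00683% and 0.00367%, and processed pseudogenes 0.0373% and 0.105% (exact permutation). The value 0.1 is the smallest p that 10 splits allow, so the design could not reach 0.05. Shares of rRNA were 3.95% ± 1.61 with Protector and 2.49% ± 0.703 with SUPERase-In (SD, n = 2 and n = 3). Those of miRNA were 0.496% ± 0.240 and 0.199% ± 0.132, and those of snoRNA 0.270% ± 0.127 and 0.165% ± 0.0390. Protein-coding genes held 92.1% ± 2.07 and 94.2% ± 0.818 (exact permutation p = 0.3 for each of the 4). For these 4 biotypes the areas of the inhibitors overlapped, but with the mean over spots all 4 separated completely, and with STAR counts rRNA and protein-coding genes did (exact permutation p = 0.1). The test took no account of stage. Between areas of the same stages, miRNA was higher with Protector at 5 and 7 dpi (0.666% against 0.349%). The same held for uninjured and 2 dpi (0.327% against 0.0993%). STAR counts gave opposite directions, 0.0444% against 0.0492% and 0.0395% against 0.0389%. With STAR counts the areas overlapped for mitochondrial tRNA, at 0.368% and 0.250% (exact permutation p = 0.5), and for scaRNA (exact permutation p = 0.2). The miRNA difference turned to -0.00182 percentage points in the STAR tables. Of the 12 biotypes compared, 3 others changed sign there. These were lncRNA (0.842% and 0.815%, with STAR counts 0.852% and 1.00%), snRNA (0.0412% and 0.0242%, with STAR counts 0.0230% and 0.0320%) and TEC, a class of loci that await experimental evidence (0.819% and 0.682%, with STAR counts 0.0821% and 0.131%). Inhibitor went with slide number in the sample titles, so the inhibitor and the slide cannot be told apart here.

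**Figure D1:**
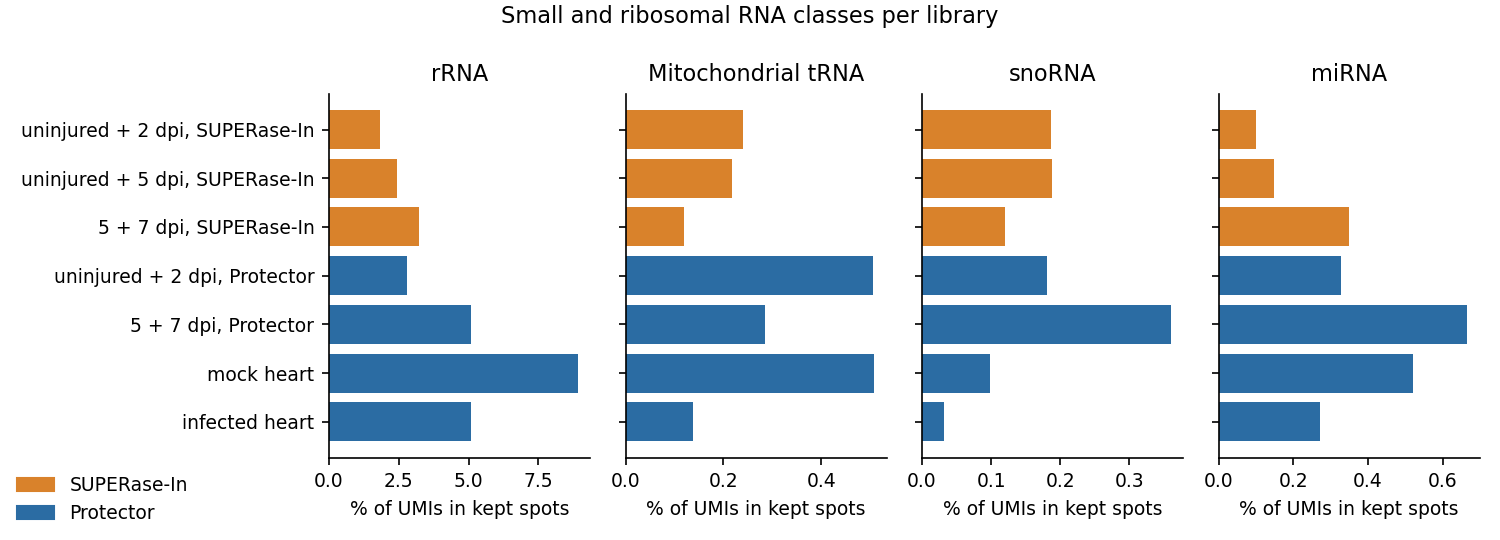
Horizontal bars give the percentage of UMIs in kept spots for rRNA, mitochondrial tRNA, snoRNA and miRNA in each of 7 libraries, orange with SUPERase-In and blue with Protector. Protector muscle areas reached 5.09% for rRNA and 0.506% for mitochondrial tRNA, SUPERase-In areas at most 3.22% and 0.241%, and the mock heart had the highest rRNA share at 8.91%.

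The stage contrast asked which RNAs differ between muscle areas with 5 and 7 dpi sections and areas with uninjured and 2 dpi sections. Each side had 2 areas, 1 per inhibitor. Of 15235 genes, edgeR with TMM called 4 higher and 0 lower, while 533 had an unadjusted p under 0.05. The count filter moved these counts most, followed by the choice of DESeq2. DESeq2 called 66 higher and 18 lower (78.6% higher, 511 at an unadjusted p), library size alone 54 higher and 9 lower (85.7% higher), the fit without a count filter 111 and 33, and STAR counts 38 and 8. Of the 4 genes, 2 were called in the STAR tables too, and 3 had a value there, all with the same sign. The fit without the inhibitor term called 0, with 702 at an unadjusted p, and areas thinned to equal depth also gave 0, with 474. Without the uninjured and 5 dpi area 1 gene was called, Igf2. That area had a term of its own, so calls lost without it are not a loss of replicates of the contrast. Leaving out any other area left no residual degrees of freedom. Library size alone raised the median change of all genes by 0.19 on the log2 scale relative to TMM, and DESeq2 moved it by -0.01.

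The 4 genes past the threshold were protein coding. Igf2 (ENSMUSG00000048583, chromosome 7, 142204503 to 142220694) had 1458 and 445 UMIs in the areas with 5 and 7 dpi sections (SUPERase-In, Protector) and 3 and 1 UMIs in those with uninjured and 2 dpi sections. Its fitted log2 change was 8.21 ± 0.71 (SE, edgeR adjusted p = 0.00536), and its pooled ratio was 469-fold with a counting interval from 183 to 1723. With 1 area left out this ratio ranged from 148-fold to 1432-fold. In the STAR tables the change of Igf2 was 3.51 (edgeR adjusted p = 0.0621), and the gene overlaps Gm49394 and Mir483 on the same strand. Gm45015 (ENSMUSG00000109368, chromosome X, 72378602 to 72380446) rose by 5.93 ± 0.69 (edgeR adjusted p = 0.0288), with 186 and 300 UMIs against 1 and 7. A930003A15Rik (ENSMUSG00000075330, chromosome 16, 19695317 to 19703035) rose by 5.75 ± 0.66 (edgeR adjusted p = 0.0288), with 448 and 1121 UMIs against 1 and 42. Zdbf2 (ENSMUSG00000027520, chromosome 1, 63312363 to 63353735) rose by 4.07 ± 0.51 (edgeR adjusted p = 0.0445), with 479 and 256 UMIs against 12 and 21. Each of the 4 was higher in both inhibitors. Without the uninjured and 5 dpi area only Igf2 stayed past the edgeR threshold, with adjusted p of 0.159 for Gm45015, 0.165 for A930003A15Rik and 0.183 for Zdbf2.

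All 7 muscle features named by the study had a fitted change above 0, with a median of 1.23. The study compared regional clusters of spots, not these groups of areas, so a change above 0 here is not its claim. Over all genes, 0 of the 7 features passed the edgeR threshold, while 4 had an unadjusted p under 0.05. With DESeq2 2 passed, and with library size alone 1 passed. Adjusted over the list alone 2 passed. The study excluded data from an RNase inhibitor it called ineffective, read here as SUPERase-In, so the list was chosen on the Protector areas. The fit includes those areas, so this count is not independent evidence. Meg3 (ENSMUSG00000021268, chromosome 12) rose by 3.49 ± 0.65 (edgeR adjusted p = 0.149; 0.0287 in the STAR tables and 0.000579 with library size alone), and Myog (ENSMUSG00000026459, chromosome 1) by 2.65 ± 0.80 (edgeR adjusted p = 0.642; 0.0284 with DESeq2). The change of Myog was 1.24 without the 5 and 7 dpi area with SUPERase-In and 4.16 without the one with Protector. The change of Gm10076 was 0.41 and depended on the areas used. It was -0.44 or -0.48 when either SUPERase-In area of the contrast was left out, and 1.30 or 1.22 when either Protector area was. The study describes Gm10076 as high at 2 dpi, reduced at 5 dpi and at baseline by 7 dpi. A rise in this contrast runs against that time course, while the values below 0 go with it in sign.

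The inhibitor contrast asked which RNAs differ between Protector and SUPERase-In areas, since the study judged SUPERase-In unable to keep longer transcripts from degrading. In the same fit edgeR called 4 genes higher and 25 lower with Protector, with 488 at an unadjusted p under 0.05. The STAR tables moved this most, to 23 higher and 122 lower, and 10 of the 29 genes were called in both, while 25 of the 29 had the same sign and 4 the other. DESeq2 called 16 higher and 57 lower, the fit without a count filter 27 and 83, and library size alone 7 and 44. Areas thinned to equal depth gave 0 calls and 395 genes at an unadjusted p, and without the uninjured and 5 dpi area 2 higher and 11 lower were left. Relative to TMM, library size alone moved the median change of all genes by -0.14 and DESeq2 by 0.09.

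Among genes higher with Protector, the pseudogene Gm11878 (ENSMUSG00000081810, chromosome 4, 22519628 to 22520027) had 682 UMIs against 1, a pooled ratio of 445-fold with a counting interval from 79.7 to 17618. Its edgeR adjusted p was 0.00665. Without the 5 and 7 dpi area with SUPERase-In it had 682 against 0, at least 92.9-fold. The lncRNA 1700122C19Rik rose by 5.37 ± 0.79 (edgeR adjusted p = 0.0315) and Olfr889 by 4.28 ± 0.52 (edgeR adjusted p = 0.00967). Of the Protector areas, the uninjured and 2 dpi one held 1658 UMIs of 1700122C19Rik and the 5 and 7 dpi one 135. With 1 area left out its change ranged from 3.84 to 7.19. Olfr1423 rose by 5.24 ± 0.73 (edgeR adjusted p = 0.0214), but its change was -2.42 in the STAR tables, where 1700122C19Rik at 2.92 and Olfr889 at 1.16 also missed the threshold. The lower genes with the largest changes were a pseudogene and 5S rRNA copies. Gm12991 had 0 UMIs with Protector and 143 with SUPERase-In, at least 73.0-fold lower. Of the 143, 123 came from the 5 and 7 dpi area, and without it the bound was 16.3-fold. n-R5s7 had 0 and 145, at least 74.0-fold lower. The pooled ratio of n-R5s33 was 472-fold (1 against 308 UMIs, counting interval 84.0 to 18687) and that of n-R5s25 263-fold (1 against 172, interval 46.6 to 10462). Without the uninjured and 2 dpi area with Protector, n-R5s7, n-R5s33 and n-R5s25 had 0 UMIs with Protector and were at least 34.5-fold, 73.2-fold and 40.9-fold lower. n-R5s88 (ENSMUSG00000065107, chromosome 9, 102005087 to 102005204) fell by 7.50 on the log2 scale, SE 0.63 (edgeR adjusted p = 0.00323). The 5S copies have near-identical sequences, so the assignment of UMIs to a single copy is uncertain. n-R5s33 also overlaps Lrch3. Without the uninjured and 5 dpi area the edgeR adjusted p rose to 0.129 for 1700122C19Rik, 0.0715 for Olfr1423, 0.125 for Gm12991, 0.140 for n-R5s7 and 0.0795 for n-R5s25.

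The medians over the genes of 4 RNA classes are given with TMM, DESeq2 and library size alone, which gave each of them the same sign. For lncRNA (0.03, 0.14 and -0.12) and protein-coding genes (-0.02, 0.07 and -0.15) the sign depended on the scaling. Of 26 tested rRNA genes, 8 were called lower with Protector, and the median change was -3.77 with TMM, -3.72 with DESeq2 and -3.92 with library size alone (-3.68 with 5 genes of few UMIs at their pooled ratio). The median gives each gene the same weight. By UMIs the class was higher with Protector, at 3.95% against 2.49% (8.88% against 4.44% with STAR counts), since Rn18s-rs5 held most of them. All 22 mitochondrial tRNAs had a change above 0, with medians of 1.33, 1.41 and 1.19. Of 155 snoRNAs, 133 were above 0, with medians of 0.97, 1.03 and 0.82. The median of 168 processed pseudogenes was -1.57, -1.48 and -1.70. Of the study's 20 features, 15 were above 0 and 0 passed the edgeR threshold over all genes, with 3 at an unadjusted p under 0.05. DESeq2 called 2 of them, Rpph1 and Gm25939, and library size alone 0. Adjusted over the list alone 0 of the 20 passed, and 1 of the 7 muscle features.

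By transcript length, protein-coding nuclear genes shorter than 1000 bases (618 genes) had a median change of 0.51 and those of at least 4000 bases (5511 genes) a median of -0.12. Short transcripts were thus relatively higher with Protector, and the difference between these medians was 0.63. DESeq2 moved it most, to 0.51. It was 0.62 in the stage-matched pair of uninjured and 2 dpi areas and 0.68 in the pair of 5 and 7 dpi areas, an SD of 0.045 over the 2 pairs. The fitted changes rest on the areas of these same pairs, so the fit is not a further estimate beside them. The median of all genes differed between these pairs, at 0.27 and -0.67. Across the 13476 genes with a length, which are not independent replicates, the Spearman correlation of length and change was -0.265, and -0.157 and -0.163 in the 2 pairs.

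**Figure D2:**
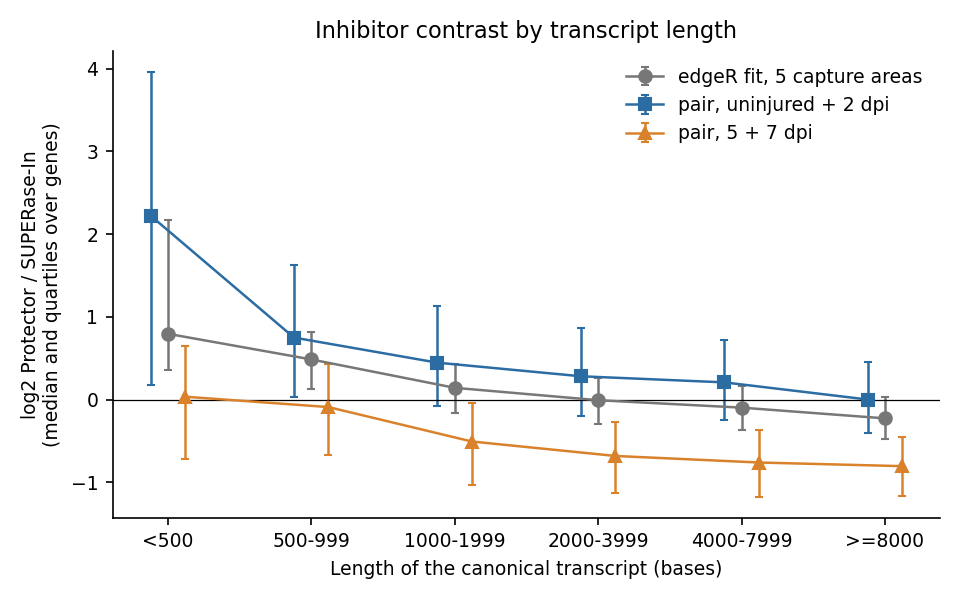
Points give the median log2 ratio of Protector over SUPERase-In (whiskers, quartiles over genes) in 6 bins of canonical transcript length in bases. They are given for the edgeR fit of 5 areas and for the 2 stage-matched pairs, on whose areas the fitted ratio rests. In the fit the median falls from 0.80 below 500 bases to -0.23 from 8000 bases, and the difference of 0.63 between short and long transcripts was 0.51 with DESeq2 and 0.63 with library size alone.

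The injury score contrast asked which RNAs differ, within the same capture area, between spots with many injury transcripts and spots with many fibre transcripts. The study used regions found by clustering for this purpose. The 2 sections of an area differed in stage and were not separated, so the score groups may also differ in section and stage. Of 13204 genes, edgeR called 2962 higher and 2644 lower in the highest score group (52.8% higher, 5 areas), with 6711 at an unadjusted p under 0.05. The scaling moved these counts most. With library size alone 7412 were higher and 669 lower (91.7% higher), and 5007 of the 5606 genes had the same sign. Library size alone raised the median change of all genes by 0.70, and DESeq2 raised it by 0.03, so the changes below are relative to the TMM scale. DESeq2 called 2548 higher and 2195 lower. After each spot was thinned to 1000 UMIs, 1328 were higher and 1205 lower. Leaving out each area gave 2098 to 2755 higher and 1771 to 2446 lower. The highest score group had more UMIs per spot in 3 areas and fewer in 2.

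Of the study's 20 features, 13 passed the edgeR threshold both over all genes and adjusted over the list alone, and so did 5 of the 7 muscle features. The list was chosen on the Protector areas, which the fit includes, so the second count is not independent evidence. In the 3 SUPERase-In areas the mean log2 changes of the 7 muscle features ranged from 0.06 (Gm10076) to 3.49 (n-R5s136), with no test. n-R5s136 (ENSMUSG00000118945, chromosome 8, 124326600 to 124326718) rose by 2.87 ± 0.38 (edgeR adjusted p = 0.000457) from a mean of 110 to 1180 CPM, higher in 5 of 5 areas. Its sequence is close to that of other 5S copies. Myog (chromosome 1, 134217707 to 134220287) rose by 2.36 ± 0.29 (edgeR adjusted p = 0.000377) from 23.3 to 180 CPM, in 5 of 5 areas. The snRNA Gm25939 rose by 1.15 ± 0.24 (edgeR adjusted p = 0.00296), Rpph1 by 1.15 ± 0.22 (adjusted p = 0.00216) and Snhg1 by 1.10 ± 0.20 (adjusted p = 0.00182), each in 5 of 5 areas. Rpph1 overlaps Ccnb1ip1, and Snhg1 overlaps small RNA genes. Rny3 rose by 0.62 and Vaultrc5 by 0.61. Lower by more than the threshold with TMM were Gapdh at -1.41 (-0.71 with library size alone), Neat1 at -0.95 (-0.25), mt-Ta at -0.92 (-0.21) and Malat1 at -0.86 (-0.16), and none of these 4 passed it with library size alone. mt-Th at -0.69 and Snord118 at -0.61 turned to 0.01 and 0.09 with library size alone. Not past the threshold were Meg3 at 0.62, Gm37357 at 0.46, Gm10076 at 0.33, Rny1 at 0.30, Gm42826 at 0.23, Mir6236 at 0.07 and 7SK at 0.04, all of which passed it with library size alone. Some calls rested on single areas, on the table, on depth or on how the score groups were made. Malat1 missed the threshold when any 1 of 4 areas was left out, the smallest change being -0.58 (adjusted p = 0.158) without the 5 and 7 dpi area with SUPERase-In. Leaving out the uninjured and 5 dpi area took Rny3 (0.0587), Vaultrc5 (0.194), mt-Th (0.156) and Snord118 (0.0926) above 0.05 in adjusted p, and leaving out the 5 and 7 dpi area with SUPERase-In did the same for all 4. Without the uninjured and 2 dpi area with Protector, Meg3 at 1.08 and Gm37357 at 0.55 passed. In the STAR tables Gm25939 at 0.22 and Snord118 at -0.49 missed the threshold. With spots thinned to 1000 UMIs, Malat1 at -0.43, mt-Ta at -0.49, mt-Th at -0.42 and Snord118 at -0.08 missed it. Division into 2 score groups took Malat1 (edgeR adjusted p = 0.0551), Rny3 (0.0682), mt-Th (0.0563) and Vaultrc5 (0.104) past 0.05. The first 5 genes of each score list did so for Malat1 (0.0582), Rny3 (0.0743), Snord118 (0.0844) and Vaultrc5 (0.0643). Gm37357 at 0.50 passed with DESeq2 (adjusted p = 0.0198).

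The largest rises among all genes were in genes with few UMIs. Bcl2a1d (chromosome 9, 88605338 to 88613967) had 167 UMIs in the highest score groups and 0 in the lowest, at least 43.7-fold higher (edgeR adjusted p = 0.00112), and at least 14.1-fold higher without the uninjured and 2 dpi area with Protector. Cd300c, Ly75 and Cd3g had 60, 49 and 39 UMIs against 0, at least 15.7-fold, 12.8-fold and 10.2-fold higher, and Cd300c was not called by DESeq2 (adjusted p = 0.294). Without the 5 and 7 dpi area with SUPERase-In the bounds of Cd300c and Cd3g were 9.82-fold and 6.36-fold. Fosl1 had 248 UMIs against 2, a pooled ratio of 97.3-fold with a counting interval from 26.6 to 808. Fosl1 without the uninjured and 2 dpi area with Protector had 24 against 1, a ratio of 17.8-fold (interval 2.91 to 733). The largest falls were those of Gm7967 at -3.53 ± 0.61, Odf3l2 at -3.32 ± 0.63, mt-Nd4l at -3.22 ± 0.42 (edgeR adjusted p = 0.000444), Gm5420 at -3.06 ± 0.69 and Helt at -3.01 ± 0.46. mt-Nd4l overlaps mt-Nd4. Among genes that are not protein coding, Gm26316 (ENSMUSG00000118859, an snRNA on chromosome 11, 101495676 to 101495866) rose by 4.45 ± 0.32 (edgeR adjusted p = 0.00018), in 5 of 5 areas. Gm36161 had 243 UMIs against 5 (38.1-fold, interval 16.1 to 118), n-R5s102 rose by 3.65 ± 0.70, Gm36328 had 51 UMIs against 1 (40.0-fold, interval 6.87 to 1611) and Klra13-ps 95 against 3 (24.8-fold, interval 8.25 to 123). Gm36161 without the uninjured and 2 dpi area with Protector had 47 against 3 (11.6-fold, interval 3.75 to 58.5). Without the 5 and 7 dpi area with Protector, Gm36328 had 37 UMIs against 0, at least 10.4-fold, and Klra13-ps 74 against 1 (62.6-fold, interval 10.9 to 2506). The further falls among these were Gm48882 at -2.96 ± 0.61, Gm31545 at -2.96 ± 0.47 and Gm15337 at -2.94 ± 0.54.

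By class, 14 of 22 rRNA genes were called higher with TMM, 10 with DESeq2 and 19 with library size alone, and their median change was 1.33 with TMM, 1.22 with DESeq2 and 2.04 with library size alone. Of 17 snRNAs, 12, 8 and 17 were higher, with medians of 1.15, 1.19 and 1.86. For 131 snoRNAs, 2 were called higher and 53 lower with TMM, 2 and 38 with DESeq2, and 19 and 7 with library size alone. Their median was -0.61 with TMM and -0.56 with DESeq2, but 0.09 with library size alone. For 22 mitochondrial tRNAs, 0 were called higher and 15 lower with TMM and with DESeq2, and 1 and 2 with library size alone, and the median was -0.76, -0.72 and -0.06. The median of 13 scaRNAs was -0.44 and -0.46, and 0.23 with library size alone.

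**Figure D3:**
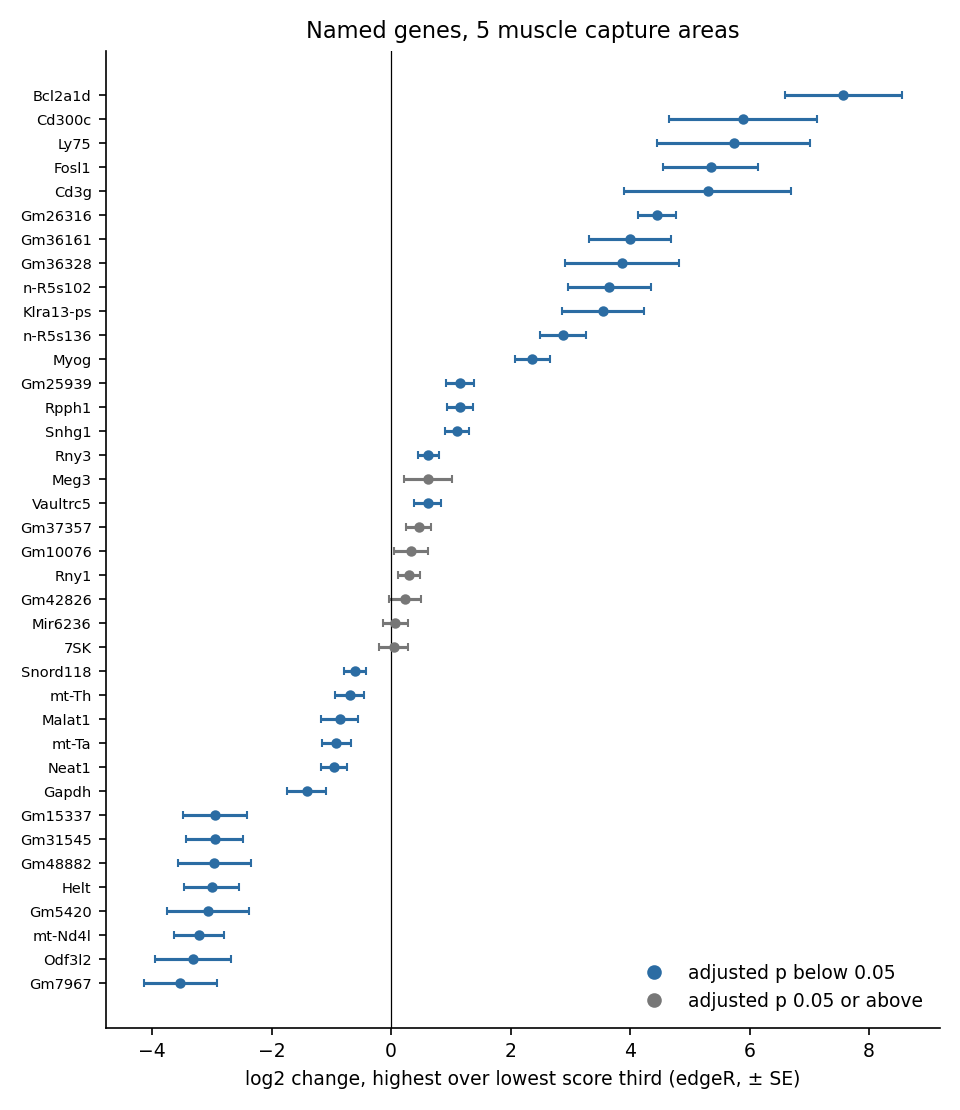
Points give the edgeR log2 change with TMM, ± SE, of the named genes between the highest and lowest injury score groups of 5 muscle capture areas, blue where the adjusted p was below 0.05. Myog lies at 2.36 and n-R5s136 at 2.87, while mt-Th and Snord118, below 0 here, lie at 0.01 and 0.09 with library size alone, which raised the median of all genes by 0.70.

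The reovirus counts asked whether viral RNA, which has no poly(A) tail, was captured. The mock heart had 0 sense viral UMIs in 1620 kept spots, a floor of 0.199 CPM relative to host UMIs, and 0 spots with a UMI have an upper 95% limit of 0.227%. The infected heart had 208 sense viral UMIs (95% Poisson interval 181 to 238) in 138 of 2397 spots, or 5.76% (4.86% to 6.77%). After enrichment the same spots had 5470 sense UMIs (5326 to 5617), and 1264 of them, or 52.7% (50.7% to 54.7%), held at least 1. The threshold moved these shares most, since 0.793% of spots before and 26.6% after enrichment held at least 2 viral UMIs. The increase was 26.3-fold (22.9 to 30.4). It ranged from 19.6-fold to 35.4-fold over the 10 segments, which were numbered in the feature list from 1 to 10. Segments had 7 to 33 sense UMIs before enrichment and from 216 (number 9) to 1077 (number 4) after it. Of the enriched viral UMIs, 140 or 2.50% (2.10% to 2.94%) were antisense, with 39.1 sense UMIs for each. The 10 spots with most viral UMIs held 23.9% of them, and the highest spot held 402.

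**Figure D4:**
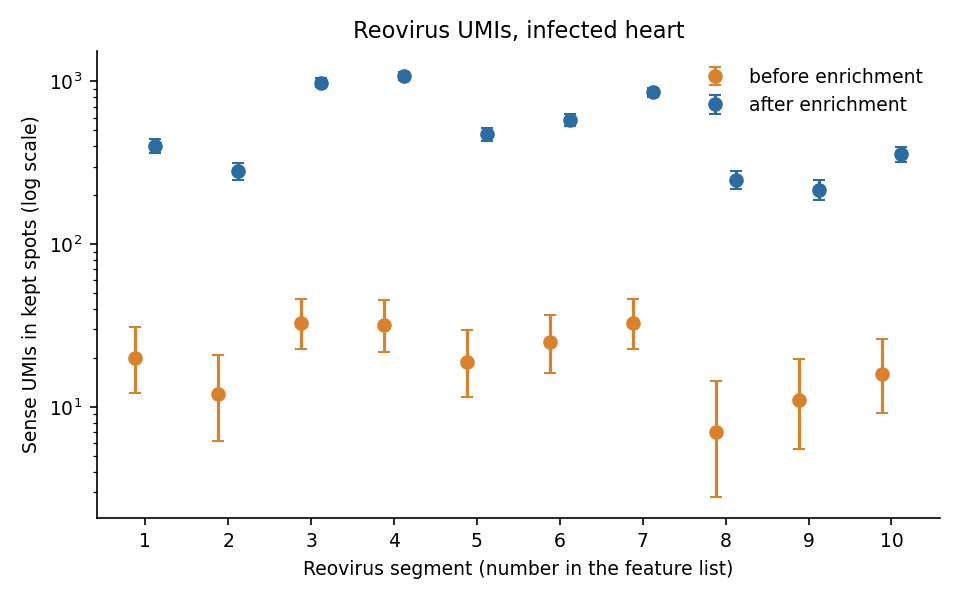
Points give sense viral UMIs (log scale) in the 2397 kept spots of the infected heart for the 10 reovirus segments, orange before and blue after enrichment, with 95% Poisson intervals. Counts lie between 7 and 33 before enrichment and between 216 and 1077 after it.

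The comparison of the hearts asked which RNAs go with infection, with 1 library on each side. The labels give the mock heart as male and the infected heart as female, so sex and infection cannot be told apart. Y-linked Ddx3y had 467 UMIs in the mock heart and 0 in the infected heart, at least 280-fold lower, and Uty had 112 and 0, at least 67.2-fold lower. Eif2s3y had 564 and 1, and Kdm5d 108 and 14 (99 and 2 in the STAR tables). Xist had 1 UMI in the mock heart and 658 in the infected heart. The median log2 ratio of infected over mock CPM was 0.21 over 10402 genes, and a library size of protein-coding nuclear genes moved it by -0.39.

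The study places 9 genes higher with infection, in myocarditic regions or, for Ccl2, Cxcl9, Gzma and Trbc2, in spots with high viral counts. Their median log2 ratio was 7.48, from 1.58 (2410006H16Rik) to 10.46 (Gzma). It lay above that of 100% of the 10000 random lists matched on expression, but the study chose these genes on these samples, so the rank is not independent evidence. Cxcl9 had 23190 UMIs against 32, Ccl2 13838 against 43, AW112010 17362 against 192, Trbc2 2858 against 13 and Mx2 573 against 17. Cxcl11 had 892 UMIs against 1 (log2 8.95, interval 6.47 to 14.26) and Ly6a2 886 against 1 (8.94, interval 6.46 to 14.25). The study related host genes to viral counts in spots of inflamed regions, so ratios of whole hearts do not test that relation. For the 4 genes that the study places lower the median was 0.01, above that of 25.2% of the random lists. With a protein-coding library size this median was -0.38, a move no larger than that of all genes. Cox8b was at -0.93, Fabp3 at -0.02, Fhl2 at 0.04 and Slc25a4 at 0.28, and the last pair turned to -0.35 and -0.10 with a protein-coding library size.

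The largest ratios were those of Gzmb (1 against 10886 UMIs, log2 12.56, interval 10.08 to 17.87), Gm12185 (11.46), Ly6c2 (11.44), Gbp6 (11.36, but 8.54 in the STAR tables) and Gm4841 (11.11). Beside the Y-linked genes the smallest were Aqp7 (-4.01, 277 against 31 UMIs), Efnb3 (-3.93, 433 against 51) and mt-Nd4l (-3.45, 2093 against 345). Of the 15 features named for all samples, 13 had a ratio below 0, down to -1.97 for mt-Th, while Gapdh was at 0.57 and Neat1 at 1.21. Their directions were the same with a protein-coding library size.

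**Figure D5:**
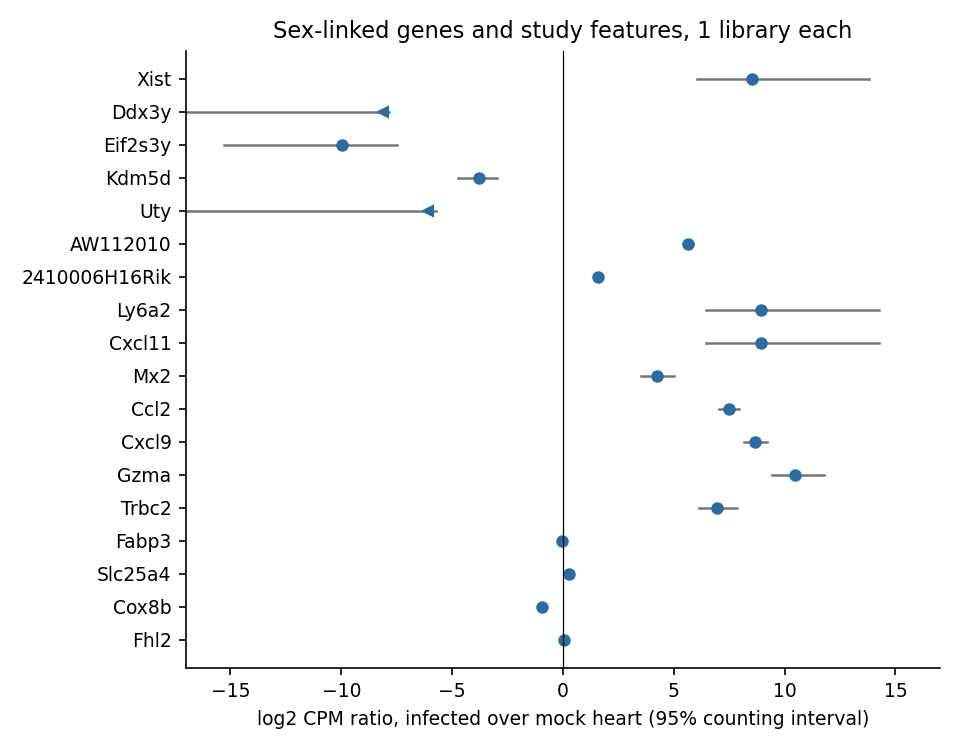
Points give the log2 CPM ratio of the infected over the mock heart with 95% counting intervals, for 5 sex-linked genes and 13 heart features of the study, and left-pointing triangles mark upper bounds where the infected heart had 0 UMIs. The 9 genes placed higher by the study lie between 1.58 and 10.46, and Fhl2 and Slc25a4 lie at 0.04 and 0.28, where a protein-coding library size gives -0.35 and -0.10.

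The viral load comparison asked which host genes vary with viral UMIs over the 2397 spots of the infected heart. Among 10330 genes the median Pearson r was 0.0269, and 32 genes had r above 0.2 while 1 lay below -0.2. The largest r were those of Timp1 (0.274), Gzma (0.265), Gzmb (0.261), Ccl2 (0.255) and Ly6c2 (0.253). The smallest were those of mt-Rnr1 (-0.205), Myl7 (-0.166), Myl4 (-0.166), Mgp (-0.165) and Eln (-0.153). Spearman's rho was 0.259 for Timp1. The median r of the 9 genes placed higher by the study was 0.194, above that of 100% of the random lists, and the median of the 4 placed lower was -0.0309, above that of 2.86%. The study chose these genes on this heart, so the ranks are not independent evidence. Spots with thinned host UMIs moved the first median most, to 0.106. Viral load also correlated with the log2 host UMIs of a spot (r = 0.213).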

Values the study reported

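In its total RNA libraries, averaged over its samples, the study reported 5.4% of UMIs in rRNA, 0.4% in miRNA, 0.4% in tRNA and 0.2% in snoRNA. For the infected heart it reported more than 200 viral UMIs before enrichment and a gain of about 26-fold from enrichment. The segment with fewest enriched UMIs was given 262 and the one with most 1095. Viral UMIs were reported in 1,329 of the 2,501 spots under the tissue, or 53%.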

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

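The STAR and TMM comparisons of the opposite stage differences were tests chosen only after the result was seen.

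For 6 features of the study, the difference between areas with 5 and 7 dpi sections and areas with uninjured and 2 dpi sections went in opposite directions with the 2 inhibitors. Each side of each difference was 1 area, so the difference between the inhibitors was not tested. In plain CPM, Gm10076 changed by 1.87 on the log2 scale with SUPERase-In and -0.66 with Protector, a difference of 2.53. Vaultrc5 rose with SUPERase-In and changed by -0.20 with Protector, a difference of 1.40. The other 4 fell with SUPERase-In and rose with Protector, with differences of -1.06 for Gapdh (-0.38 and 0.68), -0.53 for Malat1 (-0.22 and 0.31), -0.86 for Neat1 (-0.40 and 0.47) and -1.28 for Snord118 (-0.74 and 0.54).

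Reads shared between loci were weighed first, since pseudoalignment and alignment place them differently. In the STAR tables the differences were 2.13 for Gm10076, 1.14 for Vaultrc5, -1.62 for Gapdh, -0.77 for Malat1, -0.93 for Neat1 and -0.99 for Snord118. All 6 kept opposite directions, which argues against the placement of reads as the whole cause. With TMM factors the differences were 1.76 for Gm10076, -1.83 for Gapdh, -1.30 for Malat1, -1.63 for Neat1 and -2.05 for Snord118, with opposite directions still, which argues against library scaling as the whole cause for these 5. For Vaultrc5 the difference fell to 0.63 and the Protector change to -0.01, whose counting interval includes 0, so scaling may account for its opposite directions. The list itself depends on these choices. TMM added Gm42826 (-0.14 and 0.28) and Mir6236 (-0.08 and 0.96), and the STAR tables added Snhg1 (1.05 and -0.20). A biological difference between the animals or between the stages mixed in each area stays open and was not tested. The slide, which went with the inhibitor, and the amount of each section in an area stay open as well.

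Viral UMIs also appeared in data that the comparisons did not use. The 2595 barcodes of the infected heart below the spot filter held 285 sense viral UMIs after enrichment. Before enrichment they held 12, while 3372 such barcodes of the mock heart, which had no enriched library, held 1. Relative to host UMIs the level was 414 CPM (95% Poisson interval 368 to 465), against 201 CPM (196 to 206) in kept spots. Before enrichment it was 17.4 CPM, against 7.64 CPM in kept spots and 0.716 CPM in the mock barcodes. If these barcodes held RNA at the average mix of the kept spots, both levels would be equal, and the value of 414 CPM was higher. Viral UMIs were clustered, however, with 30.2% of those below the filter in 10 barcodes. The Poisson intervals do not cover such clustering, and tissue at low depth need not have the average mix. The values therefore do not decide whether these barcodes held tissue RNA or RNA spread from the tissue. What gives the higher level was not established. Spread of viral RNA alone, or infected tissue with little host RNA, may contribute, and neither was tested.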

How the results depend on the processing

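Library size alone in place of TMM, areas thinned to equal depth, each library left out of the biotype shares, areas left out of pooled ratios and sense plus antisense viral UMIs were tests chosen only after the data had been seen. Where a value below moved, the cause was not tested unless stated.

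The mean shares of protein-coding genes, rRNA, miRNA, snoRNA and mitochondrial tRNA were compared within 1 SD. The differences between inhibitors of these and of misc_RNA, scaRNA and processed pseudogenes were compared by sign. Of 99 alternatives 95 left them unchanged in this sense. The STAR tables moved protein-coding genes to 85.8%, rRNA to 11.3% and miRNA to 0.0348%, and turned the miRNA difference to -0.00182. The share of processed pseudogenes, not among those 5, rose from 0.0295% to 0.210%. Among the other 4 biotypes they turned those of lncRNA, snRNA and TEC.

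For the stage contrast (4 higher, 0 lower), calls higher and lower were 66 and 18 with DESeq2, 111 and 33 without a count filter, 38 and 8 with STAR counts, and 54 and 9 with library size alone. There were 0 calls after thinning the areas (474 at an unadjusted p) and 0 without the inhibitor term (702), and 1 with only the 4 areas of the groups, which is the same fit as without the uninjured and 5 dpi area. For the inhibitor contrast (4 higher, 25 lower) they were 16 and 57, 27 and 83, 23 and 122, and 7 and 44, with 0 and 0 after thinning (395) and 2 and 11 without the uninjured and 5 dpi area. Leaving out any other area left no residual degrees of freedom and gave values with no test. Olfr1423 turned to -2.42 with STAR counts. The difference between short and long transcripts was 0.51 with DESeq2, 0.69 with STAR counts and 0.62 to 0.69 over the areas left out.

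For the injury score (2962 higher, 2644 lower), spots thinned to 1000 UMIs gave 1328 and 1205, where fewer UMIs were counted, and library size alone 7412 and 669. That scaling also turned mt-Th to 0.0094 and Snord118 to 0.094.

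In the infected heart, spots with viral UMIs were 3.00% of all barcodes and 0.793% with at least 2 UMIs. After enrichment all barcodes held 5755 UMIs, 28.5% of them were positive, and 26.6% of spots held at least 2, as more barcodes or a stricter limit imply. Fhl2 turned to -0.038 with STAR counts and -0.35 with a protein-coding library size, Slc25a4 to -0.10 with the latter, and the median of the genes placed lower by the study to -0.064 and -0.38.

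Single genes were compared in the same way. In the stage contrast, of 142 alternatives, 109 kept the call or, without a test, stayed within 1 SE, 15 lost the call, 6 gained it and 12 moved without a test. In the inhibitor contrast, of 318 these were 269, 16, 2 and 30, and 1 named gene that was called changed direction, while over all 29 calls 4 had the other sign with STAR counts. In the injury score contrast, of 412 they were 362, 36, 11 and 1, and 2 named genes that were called changed direction. Counted by sign alone, called or not, 2 alternatives changed sign in the stage contrast, 19 in the inhibitor contrast and 5 in the injury score contrast. The 2 in the first and 15 of those in the second were values without a test, from fits that left out an area, among them Gm10076 in both and Myog and Snord118 in the second. Of 122 heart ratios, 79 stayed within their interval, 40 moved and 3 changed direction. Of 105 correlations with viral load, 93 stayed within 0.1 and 12 moved. Numbers of kept spots stayed within their 95% interval in 5 of 15 alternatives and median UMIs per spot in 0 of 15.

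The stage and inhibitor contrasts had 0 calls when each area was thinned to the shallowest. Thinning also removed the gap in depth between the inhibitors, and with 1 residual degree of freedom no test separates the limit set by depth from this or from the few areas. A fit with the sections as a block was not run, since the barcode coordinates that the study used were not at hand.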

Other observations

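The test of the size of the changes after thinning, in the injury score contrast, was chosen only after the result was seen.

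The feature of 57 bases that held most miRNA UMIs of the kallisto tables, ENSMUSG00002075551, shares sequence with other places. Of its 27 words of 31 bases, 16 also occur at 4 other places of the genome, with 46 bases each. Reads from these places may therefore be counted for it, which is what the much lower STAR counts would need. Where the reads came from was not established, and no biological explanation was tested. Without the feature the miRNA share was 0.0164% to 0.0669% in the kallisto tables, against 0.0190% to 0.0492% in the STAR tables with it.

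Short transcripts were relatively higher with Protector than long ones. The difference was 0.62 in the stage-matched pair with the smaller value, which argues against a single pair as the cause. It was 0.63 after thinning all areas to equal depth. Random thinning of the sums leaves the expected ratios of genes unchanged, so this could not test depth, which stays open. Slide stays open, since 0 slides in the sample titles held both inhibitors, so the inhibitor and the slide cannot be told apart. No direction was predicted for degraded RNA, whose fragments are tailed and counted too, and no biological explanation was tested.

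For the genes that differ between injury score groups, the splits of the 10 sums could not exclude chance. Swaps of the groups within areas allow only 16 splits, and 1 of them, the real one, called as many genes, which cannot reach a share of 0.05. Of 100 splits drawn from the 126 of any kind, 1, the real one, called as many, but splits that put both sums of an area on the same side call fewer genes by construction, so they decide nothing. The groups were also built from expression, so genes that vary with the score genes differ between them by design. Depth of the spots may contribute. After thinning to 1000 UMIs, 60.5% of the 3948 genes still tested stayed past the threshold with the same sign, 3920 kept the sign, and 0.709% had the other sign. A loss this large met the criterion set in advance for depth as a cause, but fewer UMIs also lower the power of the test, so it was judged open after the result was seen. The median ratio of the change after thinning to that before was 0.819, which argues against depth as the whole cause for the genes as a set. It does not hold for each gene, since Snord118 fell to a change of -0.08 and lost its call. The composition of the sums also differed, with TMM factors of 1.08 to 1.54 for the highest score groups and 0.730 to 0.935 for the lowest. The score groups were cut over both sections of an area together, and these sections differed in stage. Differences between tissue states within a section, and differences between the 2 sections of an area, stay open as biological explanations.

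Kdm5d, on the Y chromosome, had 14 UMIs in the infected heart, labelled female, in the kallisto table. In the STAR table it had 2, while the mock heart had 108 and 99. Reads shared with the X-linked paralog Kdm5c may account for most of the 14, as the fall to 2 would need. No biological explanation was tested.

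The 9 genes placed higher by the study correlated with viral load at a median r of 0.194. With viral UMIs divided by the host UMIs of the spot the median was 0.144, and with host UMIs thinned to equal depth it was 0.106. The study chose these genes on this heart, so neither value decides whether depth of the spots accounts for the correlation, and infection itself stays open too, with 1 infected heart. Viral RNA and host RNA spreading together was not tested.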
